A study of Mus musculus with 20 samples. Its data were reported in "EOMES interacts with RUNX3 and BRG1 to promote innate memory cell formation through epigenetic reprogramming" (2019).

How the data were processed

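The series comprised ChIP-seq of CD8SP thymocytes from pooled mice, sorted as naive or TIM cells or taken from WT and EomesTg mice, with antibodies to H3K4me3, H3K4me1, H3K27ac, EOMES and RUNX3 and with input chromatin. Per the methods of the study, the authors mapped reads as single ends to mouse genome mm10 with Bowtie2 and removed reads that mapped to several places, had low mapping quality, fell in the ENCODE blacklist or were duplicates (samtools, Picard). They called peaks with MACS2, on a q-value threshold for the histone marks and on p-value thresholds for RUNX3 and EOMES, with versions not stated. A peak list describes 1 library per antibody and population. The study states that immunoprecipitations were pooled for the histone marks and does not state this for EOMES and RUNX3. For EOMES and RUNX3 a figure legend of the study describes several independent immunoprecipitations, without saying how they entered the library. Because a list depends on read depth, on antibody efficiency and on the threshold, a missing peak is not the absence of a mark, and the lists of different libraries need not be equally sensitive.

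Histone lists were in the broad format of MACS2 and EOMES and RUNX3 lists in the narrow format with a summit. The score deposited with each peak was a whole number made from its −log10 value and was not used further. The fold enrichment deposited with each peak was computed by the authors as the pileup over the local background, averaged over the region in broad lists and taken at the summit in narrow lists. The deposited −log10 p and −log10 q of each peak were likewise the authors' values. The smallest −log10 p was 3.02 in both EOMES lists, 2.03 in the TIM RUNX3 list and 2.02 in the naive RUNX3 list. The smallest −log10 q of the histone lists ranged down to 0.437, since broad regions carry an average. Peaks on chromosomes 1 to 19, X, Y and the mitochondrial chromosome were used. Samples were grouped by antibody and population from their titles, and 4 input samples entered no comparison.

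TSSs, exons and genes were taken from GENCODE vM21 and sequence from GRCm38.p6, the same build as mm10, with 132666 annotated TSS positions. The TSS set that the authors used is not stated. Peaks of the 2 populations of a pair were merged where they touched or overlapped by at least 1 bp; the study instead describes an atlas over its populations together. Following the study, promoters were merged H3K4me3 regions from 5 kb upstream to 2 kb downstream of a TSS, and enhancers were merged H3K4me1 regions at least 2 kb from a TSS that overlapped no promoter. The tests of the study on H3K27ac used read counts, which peak lists do not hold, so presence of a peak was compared. With 1 library per group no test across samples was possible. Shares were given with exact Clopper-Pearson intervals at 95%, ratios of counts with the interval of the corresponding share, ratios of shares with the interval of the log ratio, and the odds ratio with its conditional exact interval. For EOMES and RUNX3, 1000 random placements of the EOMES peaks were drawn on the same chromosome or within marked regions. Width was matched by standardising the EOMES share over deciles of region width.

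For the 4 narrow lists, the number of fragments at each summit was recovered from fold enrichment and p-value with the Poisson formula of the peak caller. A whole number of fragments was found for 100% of the peaks in each list. The factor by which MACS2 had scaled the ChIP pileup was 1 for EOMES in TIM, 0.824 for EOMES in naive, 0.654 for RUNX3 in TIM and 0.552 for RUNX3 in naive cells. Relative to the TIM EOMES library, the depth was 1.45 for naive EOMES and 2.17 for both RUNX3 libraries. This step took the narrowest peak of each list (93, 78, 90 and 97 bp, in the order above) as the fragment length. The depth of the histone libraries was not recovered.

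Named genes were a fixed list from those the study names for TIM cells or EOMES, not all of them: 10 named as raised in TIM cells or as loci bound by EOMES and 11 named as lower in TIM cells, with every peak that overlapped the gene and 20 kb on both sides. The 5 TIM EOMES peaks with the highest −log10 q and the 5 widest TIM-specific and EomesTg-specific H3K27ac enhancer regions were also named. Groups, designs, this rule and the alternatives were chosen before the data were examined, except where stated. The alternatives were a −log10 q (EOMES and RUNX3: −log10 p) of at least 5, equal numbers of top peaks, 50% overlap of the shorter peak, chromosomes 1 to 19, merging within 1 kb, promoters within 2 kb of a TSS, protein-coding TSSs, no TSS rule and enhancers at least 5 kb from a TSS. Further ones were other sets of EOMES peaks, summits within 100 bp, width matching, EOMES peaks per Mb, other motif windows and controls, and a minimum number of fragments. In all, 161 alternative values were computed for 31 results.

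Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, together with samtools 1.23.1. Interval operations were checked against bedtools 2.31.1 on simulated intervals, and 4 of 4 operations gave identical results. The classification recovered each of 3 planted classes over 5000 simulated regions. The fragment recovery was tested on simulated data with 4 scaling factors and returned the right number for 100% of simulated peaks. Read-level data and the input libraries were not analysed here.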

Results

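Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map histone marks and transcription factors in mouse CD8 single-positive (CD8SP) thymocytes, the T cells that complete their development in the thymus. The series held 20 samples from 4 populations. Naive CD8SP cells were compared with innate memory cells (TIM), which take on memory features in the thymus without meeting a foreign antigen. CD8SP cells of wild-type (WT) mice were compared with those of mice carrying an Eomes transgene (EomesTg); EOMES is a T-box transcription factor. H3K4me3, a mark of promoters, H3K4me1, a mark of enhancers, and H3K27ac, a mark of active elements, were mapped in the 4 populations. EOMES and the Runt-domain factor RUNX3 were mapped in naive and TIM cells. A peak list was analysed for 16 samples, and the remaining 4 samples were input chromatin without a list. Each combination of antibody and population had 1 library, so there were no replicates and no spread between animals could be measured. The differences below therefore compare libraries, not conditions. The 95% intervals on shares and ratios cover counting error only, and neighbouring peaks are not independent.

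The lists differed in length. For H3K4me3 they held 9507 peaks in naive, 10841 in TIM, 11228 in WT and 12084 in EomesTg cells. The H3K4me1 list of TIM cells was the longest of its mark, with 26950 peaks covering 49.0 Mb, against 15968 peaks covering 25.1 Mb in naive cells. WT and EomesTg cells had 15230 and 15376 H3K4me1 peaks, covering 19.1 and 22.6 Mb. H3K27ac peaks numbered 24326 in naive, 25483 in TIM, 15552 in WT and 16782 in EomesTg cells. Peak scores also differed between libraries of a mark. The authors' median −log10 q of the H3K4me3 peaks was 5.15 in naive, 10.8 in TIM, 9.52 in WT and 24.9 in EomesTg cells, and these scores were used only to rank or filter peaks within a list. The read totals of the libraries are unknown from the lists. The labels gave the strain as BALB/c for 14 samples and as C57BL/6 for 6. Within the WT and EomesTg populations the H3K4me3 libraries carried the BALB/c label and the H3K4me1, H3K27ac and input libraries the C57BL/6 label, so by the labels strain could not be separated from mark in that pair. The study describes the transgenic line as backcrossed to the latter strain, with which the label of the EomesTg H3K4me3 library conflicts.

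To ask which regulatory elements differ between naive and TIM cells, peaks of both populations were merged and a merged region with a peak of only 1 population was called specific to it. The promoter atlas, H3K4me3 regions from 5 kb upstream to 2 kb downstream of a transcription start site (TSS), held 10165 regions. Of these, 1332 were TIM-specific, 111 were naive-specific and 8722 were shared. The log2 ratio of TIM-specific to naive-specific promoters was 3.58 (95% interval 3.30 to 3.88). The enhancer atlas, H3K4me1 regions at least 2 kb from a TSS and outside promoters, held 14027 regions. TIM-specific enhancers numbered 7036, naive-specific enhancers 1212 and shared enhancers 5779, a log2 ratio of 2.54 (2.45 to 2.63). The alternative that moved these ratios most took equal numbers of top-scoring peaks from both lists, which brought the promoter ratio to 0.058 and the enhancer ratio to 0.072. Equal list lengths take away an excess that comes with a longer list, but they do not fix the balance within promoters or enhancers.

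Specific regions were narrower than shared ones. The median width was 469 bp for TIM-specific promoters and 1084 bp for shared promoters, and it was 817.5 bp for TIM-specific enhancers and 2121 bp for shared enhancers. Among TIM-specific promoters, 94.9% (93.6 to 96.0) overlapped an H3K27ac peak of TIM cells and 88.1% (86.3 to 89.8) one of naive cells. Among TIM-specific enhancers these shares were 27.5% (26.5 to 28.6) and 18.7% (17.8 to 19.6). The order was the opposite in naive-specific enhancers, where 17.3% (15.2 to 19.6) overlapped H3K27ac of TIM cells and 31.8% (29.2 to 34.6) H3K27ac of naive cells.

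H3K27ac was then compared within these atlases as a measure of activity. Merging gave 29439 H3K27ac regions, 9973 of them in promoters and 8523 in enhancers. In promoters, 121 regions were TIM-specific, 34 naive-specific and 9818 shared (log2 ratio 1.83, 1.27 to 2.43). In enhancers, 2117 regions were TIM-specific, 1480 naive-specific and 4926 shared (log2 ratio 0.52, 0.42 to 0.61). Specific regions made up 1.55% (1.32 to 1.82) of H3K27ac promoter regions and 42.2% (41.2 to 43.3) of H3K27ac enhancer regions. With equal numbers of peaks the ratios changed sign, to −0.49 (−0.90 to −0.093) in promoters and −0.028 (−0.13 to 0.077) in enhancers, where the interval held 0. The other alternatives kept the direction in enhancers, with 0.45 for peaks of −log10 q at least 5.

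The WT and EomesTg libraries were used to compare the same marks in cells with and without the Eomes transgene. Their promoter atlas of 11239 regions contained 776 EomesTg-specific and 163 WT-specific promoters (log2 ratio 2.25, 2.01 to 2.50). With equal numbers of peaks this ratio was −0.17. Their enhancer atlas of 11228 regions was balanced, with 3247 EomesTg-specific and 3246 WT-specific enhancers (log2 ratio 0.00044, −0.070 to 0.071). H3K27ac regions in promoters were also balanced within counting error, with 318 EomesTg-specific and 295 WT-specific regions (0.11, −0.12 to 0.34), but not under 2 alternatives that moved them in opposite directions. Equal numbers of peaks gave −1.46 (−1.66 to −1.25) and a −log10 q of at least 5 gave 1.13 (1.04 to 1.22). H3K27ac regions in enhancers were not: 1241 were EomesTg-specific and 510 WT-specific (1.28, 1.13 to 1.43). This was the only H3K27ac comparison of the 4 made in the 2 pairs that stayed above 0 with its interval when equal numbers of peaks were taken, at 0.60 (0.46 to 0.74). With equal list lengths a deficit in promoters (−1.46 here) tends to appear as an excess elsewhere. The value of 0.60 is therefore no independent test of the enhancers. With peaks of −log10 q at least 5 its interval reached 0 (0.66, −0.086 to 1.42).

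**Figure D1:**
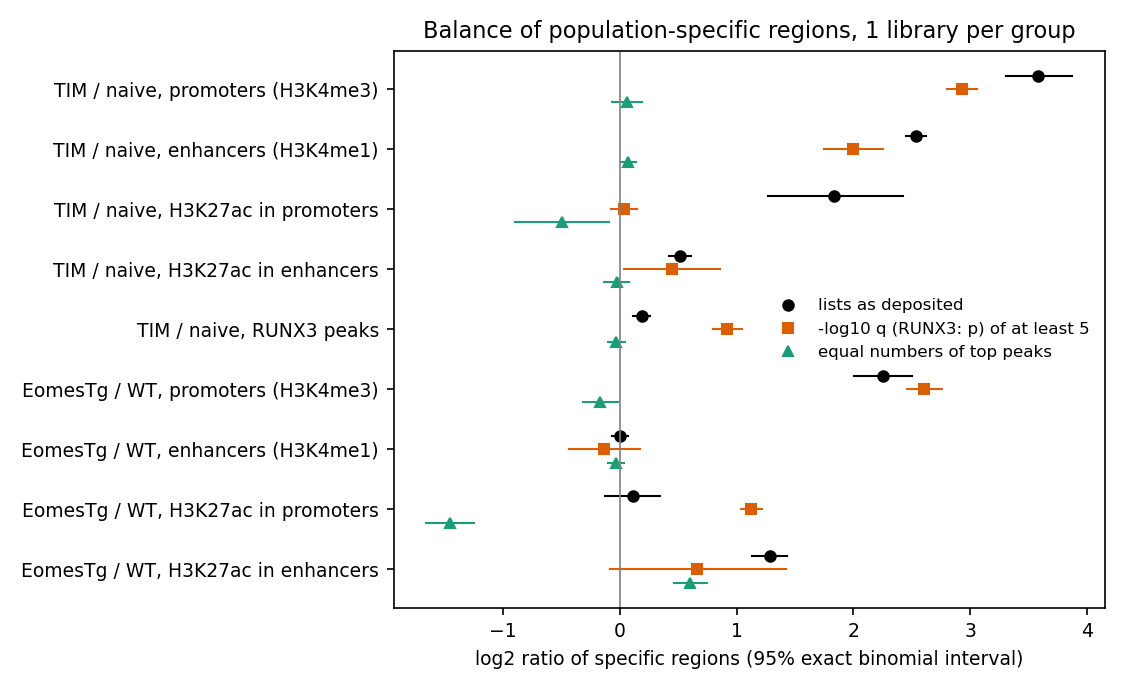
Log2 ratio of regions specific to TIM over naive cells, or to EomesTg over WT cells, for each atlas and for RUNX3 peaks (horizontal axis, log2 units), with exact binomial 95% intervals as lines. Circles stand for the lists as deposited, squares for peaks with a −log10 q (RUNX3: −log10 p) of at least 5 and triangles for equal numbers of top peaks; the triangles of H3K27ac lie at 0.60 in EomesTg enhancers, −1.46 in EomesTg promoters and −0.49 in TIM promoters, and the other triangles lie closer to 0.

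To compare the pairs, which share no library, H3K27ac peaks of the 4 populations were merged into 30665 regions. Of the 353 regions that were TIM-specific in the first pair and specific to 1 population in the second, 244 were EomesTg-specific, a share of 69.1% (64.0 to 73.9). Of the 354 corresponding naive-specific regions, 197 were EomesTg-specific, a share of 55.6% (50.3 to 60.9). The log2 odds ratio was 0.84 (0.37 to 1.30). Restricting the lists to peaks with a −log10 q of at least 5 moved it most, to 0.0073 (−0.23 to 0.25). Leaving out regions with H3K4me3 in any population gave 1.12.

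EOMES peaks numbered 4659 in TIM cells and 387 in naive cells, a ratio of 12.04 (10.9 to 13.4). The number of fragments under each summit was recovered from the deposited fold enrichment and p-value. The median was 8 fragments for TIM EOMES peaks and 17 for naive EOMES peaks. Taking only peaks with at least 8 fragments in both lists, a minimum set after the recovered values had been seen, moved the ratio most, to 8.10 (7.28 to 9.02). The fewest fragments of a naive peak were also 8, so this minimum kept the 387 naive peaks and could only lower the ratio. Of the naive EOMES peaks, 273 of 387 overlapped a TIM EOMES peak and 155 of 387 lay in a region with any of the 3 histone marks in naive or TIM cells, called marked regions here. RUNX3 peaks numbered 6934 in TIM and 6465 in naive cells. The authors' median −log10 q was 0.608 in the TIM and 0.117 in the naive RUNX3 list. In the EOMES lists it was 2.21 in TIM and 4.19 in naive cells. The median RUNX3 peak of either list was thus not significant after correction for multiple testing. EOMES summits lay in the TSS window (5 kb upstream to 2 kb downstream) for 41.3% (39.8 to 42.7) of TIM peaks and 22.7% (18.7 to 27.2) of naive peaks. For RUNX3 summits the shares were 62.2% (61.05 to 63.3) in TIM and 70.6% (69.5 to 71.8) in naive cells. The window covered 17.2% of the genome. Counting only summits within 1 kb of a TSS lowered the shares to 28.2% for TIM EOMES, 12.1% for naive EOMES, 51.1% for TIM RUNX3 and 61.4% for naive RUNX3. Introns outside the window held 26.9% of TIM EOMES summits, and intergenic sequence held 30.6%.

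Whether EOMES lies at sites bound by RUNX3 was assessed by overlap of at least 1 bp. Of the 4659 TIM EOMES peaks, 2151 overlapped a RUNX3 peak of either population, a share of 46.2% (44.7 to 47.6). For RUNX3 peaks of naive cells, which carried few EOMES peaks, the share was 32.6% (31.3 to 34.0). The same peaks placed at random on their chromosomes overlapped RUNX3 in 0.149% of cases on average over 1000 placements, and in at most 0.408%. Among the 3309 EOMES peaks in marked regions the share was 61.3% (59.6 to 63.0), against a mean of 4.61% and a maximum of 5.67% for placements within marked regions. The share for either population moved most with the choice of EOMES peaks, and that for naive cells with a −log10 p of at least 5 in the EOMES and RUNX3 lists, to 19.8% (18.5 to 21.2). Among the 2201 peaks in promoters or enhancers it was 60.9% (58.9 to 63.0) for either population and 44.1% (42.0 to 46.2) for naive cells. Among the 1350 peaks outside marked regions it was 9.04% (7.56 to 10.7). When EOMES peaks were ranked by −log10 p into 4 equal groups, the strongest group overlapped RUNX3 in 62.5% of cases (59.6 to 65.2) and the weakest in 34.6% (31.9 to 37.4). The strongest group also contained most peaks found in both populations, since 19.9% of it overlapped a naive EOMES peak, against 0.515% of the weakest.

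The RUNX3 peaks themselves, many of them weak, differed between the lists. There were 3269 TIM-specific and 2873 naive-specific RUNX3 peaks, a log2 ratio of 0.19 (0.11 to 0.26) that became −0.030 (−0.10 to 0.044) with equal numbers of peaks and 0.92 with a −log10 p of at least 5. TIM EOMES peaks overlapped 18.8% (17.4 to 20.1) of TIM-specific, 32.8% (31.3 to 34.4) of shared and 10.4% (9.28 to 11.5) of naive-specific RUNX3 peaks. Promoters held 32.3% of TIM-specific, 52.4% of shared and 55.0% of naive-specific RUNX3 peaks.

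Sequence around the summits was searched for the T-box core GGTGTGA and the RUNX core TGTGGT on both strands. Within 50 bp of TIM EOMES summits, 6.70% (6.00 to 7.45) of windows held a T-box core, against 1.90% (1.63 to 2.20) of control windows 500 bp away, a log2 ratio of 1.82 (1.56 to 2.08). Control windows at 1000 bp moved it most, to 2.27. The RUNX core was found at 19.4% (18.3 to 20.5) of TIM EOMES summits and in 7.68% (7.15 to 8.24) of their controls. TIM EOMES peaks in marked regions without any RUNX3 peak also carried the RUNX core more often than their controls, in 17.7% (15.7 to 19.9) against 8.13% (7.10 to 9.25) of windows. Naive EOMES summits held a T-box core in 5.43% (3.39 to 8.18) and their controls in 2.45% (1.48 to 3.81) of windows, whereas the RUNX core share of 7.24% (4.86 to 10.3) lay within the interval of the controls (8.14%, 6.31 to 10.3). At RUNX3 summits the RUNX core share was 26.9% (25.9 to 28.0) in TIM and 21.7% (20.7 to 22.7) in naive cells, with 6.50% and 6.25% in controls. TIM-specific RUNX3 peaks carried it in 25.8% (24.4 to 27.4) and naive-specific ones in 16.9% (15.5 to 18.3) of cases. T-box cores occurred in 3.61% (3.00 to 4.31) of TIM-specific and 1.43% (1.03 to 1.93) of naive-specific RUNX3 peaks. For EOMES peaks outside marked regions, the T-box share of 1.93% (1.26 to 2.81) lay within the interval of its controls (1.25 to 2.27).

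**Figure D2:**
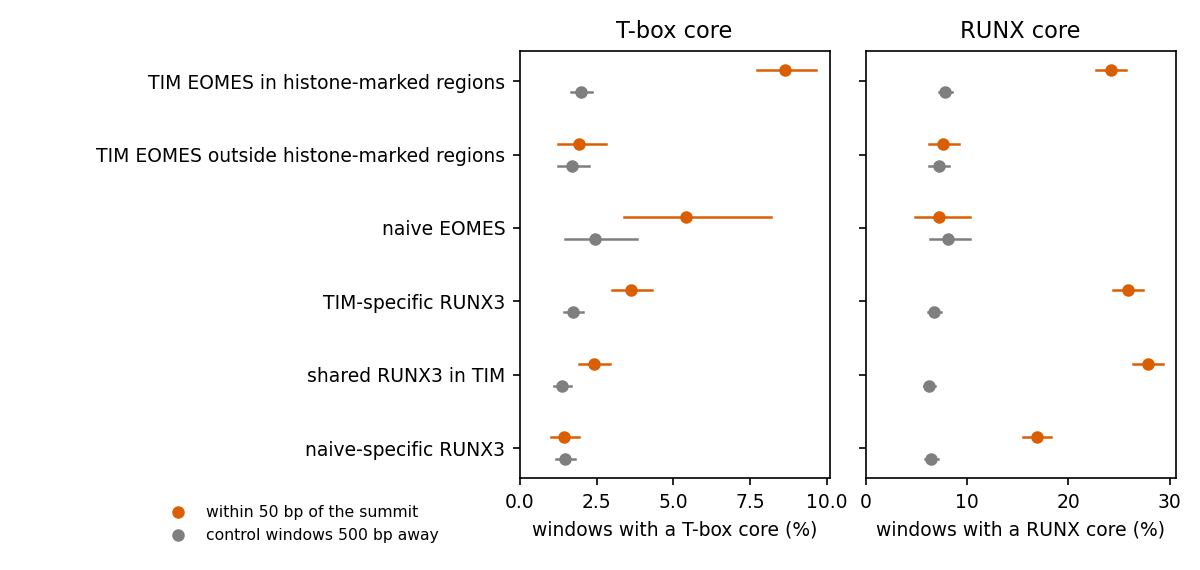
Share of windows (horizontal axis, percent) that hold a T-box core or a RUNX core within 50 bp of the summit, and in control windows 500 bp away, for 6 groups of peaks; lines are exact binomial 95% intervals. Summits exceed controls beyond the intervals for both cores in TIM EOMES peaks in marked regions (8.64% and 24.2%), whereas the intervals overlap for both cores outside marked regions (1.93% and 7.63%).

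The position of EOMES relative to changed enhancers was examined in the H3K27ac enhancer regions. A TIM EOMES peak lay in 4.96% (4.07 to 5.97) of TIM-specific and 15.7% (14.7 to 16.7) of shared regions, a log2 ratio of −1.66 (−1.95 to −1.38). In the second pair it lay in 11.2% (9.50 to 13.1) of EomesTg-specific and 18.9% (17.3 to 20.5) of shared regions, a log2 ratio of −0.75 (−1.01 to −0.50). Shared regions were wider, with medians of 1330.5 and 1513 bp against 486 and 689 bp in the TIM-specific and EomesTg-specific classes. Matching the classes on width changed the sign of the ratios, to 0.040 for TIM and 0.74 for EomesTg. No interval was computed for these 2 values, and the width matched was that of the merged region, which in shared regions joins both lists. The EomesTg ratio moved more with peaks of −log10 q (EOMES: −log10 p) at least 5, to −2.43 (−4.53 to −0.34). A comparison of classes of similar width was added after these values had been seen. EOMES peaks lay in 1.89% (1.26 to 2.72) of naive-specific regions and 3.14% (1.804 to 5.04) of WT-specific regions. The log2 ratio was 1.39 (0.80 to 1.98) for TIM-specific over naive-specific and 1.84 (1.104 to 2.57) for EomesTg-specific over WT-specific regions. With peaks of −log10 q at least 5 (EOMES: −log10 p), the latter was −1.24, from 2 of 41 EomesTg-specific and 3 of 26 WT-specific regions. RUNX3 peaks showed a similar excess in the second pair. TIM RUNX3 peaks lay in 13.1% of EomesTg-specific and 4.90% of WT-specific regions, and naive RUNX3 peaks in 10.2% and 2.16%. In the first pair, TIM RUNX3 peaks lay in 5.43% of TIM-specific and 2.70% of naive-specific regions, and naive RUNX3 peaks in 2.22% and 2.77%.

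**Figure D3:**
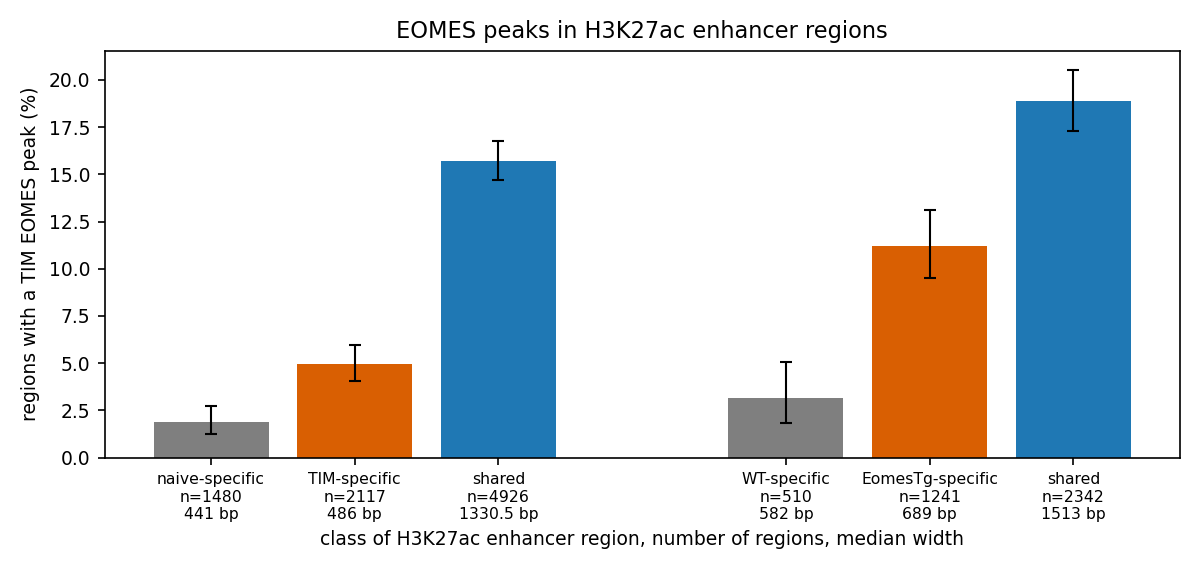
Percentage of H3K27ac enhancer regions that overlap a TIM EOMES peak (vertical axis) by class, for the naive and TIM pair (left) and the WT and EomesTg pair (right); error bars are exact binomial 95% intervals, and each label gives the number of regions and their median width. The shared regions, at 15.7% and 18.9%, are the widest, and the specific regions of TIM and EomesTg cells (4.96% and 11.2%) exceed those of naive and WT cells (1.89% and 3.14%).

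A fixed list of genes that the study named for TIM cells or EOMES was examined with 20 kb on both sides (coordinates are 1-based, mm10/GRCm38). Such windows can reach neighbouring genes. A number of broad peaks is no measure of the level of a mark, since 1 marked stretch can be split into several peaks. At Ifngr2, for example, a single naive H3K27ac peak (91545484 to 91550284) spanned several TIM peaks. The list did not cover every gene the study names. Its first part held 10 genes named as raised in TIM cells or as loci bound by EOMES. Some of them, Samd3 and Kdm5b included, were named for binding only, and others named as raised, such as Mef2a and Pou6f1, were not analysed here. Of these 10 genes, 7 had more H3K27ac peaks in TIM than in naive cells, 1 had fewer and 2 had equal numbers. A TIM EOMES peak lay at 9 of the 10, the exception being Tbx21, and a naive EOMES peak at 2, Samd3 and Kdm5b. Of 11 genes named as lower in TIM cells, 6 had fewer H3K27ac peaks in TIM cells, 5 had equal numbers and none had more, and a TIM EOMES peak lay at 7. In EomesTg against WT cells, 5 genes of the first part had more H3K27ac peaks and none had fewer, while among the genes named as lower 5 had more and 3 had fewer. Of the 30 TIM EOMES peaks at these genes, 20 overlapped a RUNX3 peak, 8 had a RUNX core within 50 bp of the summit and 5 had a T-box core.

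Il2rb (chromosome 15, 78479256 to 78495271, minus strand) had 10 H3K27ac peaks in TIM and 4 in naive cells, and 3 in EomesTg against 1 in WT cells. An EOMES peak of TIM cells lay at 78495010 to 78495424 with its summit in the UTR, 42 bp from the TSS. It had a fold enrichment of 8.88 by the authors' calling and 15 recovered fragments, and it overlapped RUNX3 peaks of both naive and TIM cells. The 61 bp centred on its summit read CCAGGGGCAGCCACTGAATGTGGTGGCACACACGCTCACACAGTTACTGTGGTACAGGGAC, and the window of 50 bp on both sides held 2 RUNX cores and 0 T-box cores. A pair of further EOMES peaks lay in intergenic sequence at 78502633 to 78502761 and 78502867 to 78503045, with 9 and 8 fragments. They fell in an H3K27ac peak of TIM cells (78500948 to 78504579) and of EomesTg cells (78501969 to 78503475), where naive and WT cells had none, and they overlapped no RUNX3 peak. At Ifng (chromosome 10, 118441046 to 118445892) the single EOMES peak, at 118440711 to 118440931, lay 246 bp from the TSS in intergenic sequence, held 1 T-box core and overlapped a RUNX3 peak of TIM cells only. H3K27ac peaks numbered 3 in TIM and 0 in naive, WT and EomesTg cells at this gene.

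**Figure D4:**
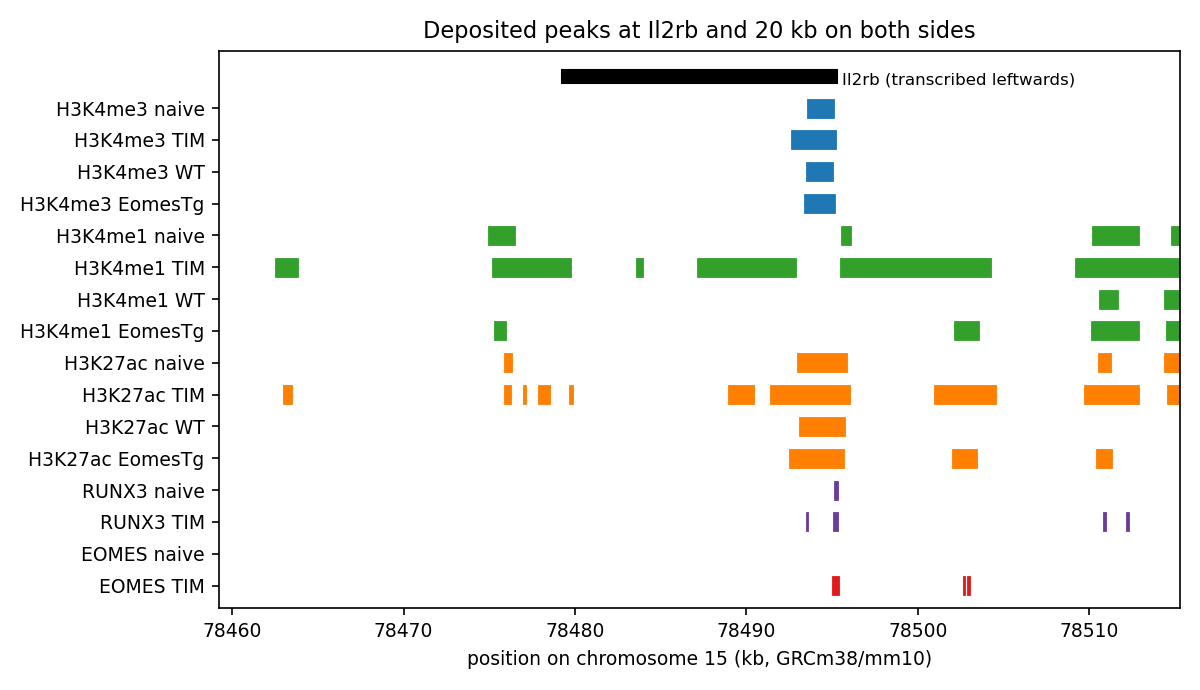
Deposited peaks of the 16 libraries at Il2rb (black bar) and 20 kb on both sides; the horizontal axis is the position on chromosome 15 in kb (GRCm38/mm10), and each box spans a peak from start to end. H3K27ac is listed as 10 peaks in TIM and 4 in naive cells, and the 3 EOMES peaks of TIM cells lie at the TSS and in a region upstream with H3K27ac in TIM and EomesTg cells.

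The 5 TIM EOMES peaks with the highest −log10 q all overlapped a naive EOMES peak, and 4 of 5 lay outside marked regions. The first of them was in an intron of Myo7a (chromosome 7, 98060075 to 98060222), with 74 fragments and a fold enrichment of 19.7, and it overlapped a RUNX3 peak of naive but not of TIM cells. The exception was in an intron of Armc7 (chromosome 11, 115477543 to 115478543), with 47 fragments and a RUNX3 peak of TIM cells. Of the 5 widest TIM-specific H3K27ac enhancer regions, 4 held no EOMES peak. The widest was intergenic at chromosome 2, 25167178 to 25171895, with Nrarp as the gene of the nearest TSS at 11221 bp, and a region in an intron of Fyn (chromosome 10, 39469035 to 39472265) held 2 EOMES peaks. Of the 5 widest EomesTg-specific regions, those in introns of Tbc1d2b (chromosome 9, 90244401 to 90248659) and Rftn1 (chromosome 17, 50068629 to 50072374) held 2 EOMES peaks each and that in an intron of Tgfbr3 (chromosome 5, 107281799 to 107286003) held 1.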

Values the study reported

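The study reported 9814 active promoters in naive and TIM cells, of which 1193 were specific to TIM cells and 89 to naive cells. It reported that 8255 of 20103 enhancers were specific to TIM cells. From H3K27ac read intensity it counted 37 differentially active promoter regions for naive cells and 180 for TIM cells, and in enhancers 956 and 1040. The study reported 265 EOMES peaks in naive and 4306 in TIM cells, and 6345 and 6741 RUNX3 peaks, with 2329 and 1894 stage-specific RUNX3 targets in naive and TIM cells. Up to 65% of the EOMES peaks in active promoters and enhancers were reported to overlap RUNX3 peaks of either population, and almost 43% of EOMES-bound regions were reported to have a RUNX3 peak in naive cells.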

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

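The comparisons of EOMES shares between specific classes of the 2 populations, and a minimum number of fragments scaled by depth, were chosen after the result was seen, and the value of 8 fragments was set after the recovered fragments had been seen; the other alternatives were fixed beforehand. Of 161 alternative values for 31 results, 107 stayed within the interval of the value reported, 46 left it in the same direction or from a value not distinct from 0, and 8 changed sign. No paired analysis was possible because each group held 1 library. Taking only H3K27ac regions with an EOMES peak gave no odds ratio, because 0 naive-specific regions were WT-specific (27 and 4 regions among TIM-specific, 4 and 0 among naive-specific).

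Equal numbers of top peaks moved most ratios of specific regions. For TIM against naive cells the log2 ratio became 0.058 for promoters, 0.072 for enhancers, −0.49 for H3K27ac in promoters, −0.028 for H3K27ac in enhancers and −0.030 for RUNX3 peaks. For EomesTg against WT cells it became −0.17 for promoters, −1.46 for H3K27ac in promoters and 0.60 for H3K27ac in enhancers. A longer list holds more specific regions by construction, and equal lengths remove that excess over a whole list but not within promoters or enhancers. A value near 0 under this setting therefore does not show that the populations are alike. A deficit in promoters also tends to appear as an excess elsewhere when lengths are equal. The 0.60 for H3K27ac in EomesTg enhancers is therefore not independent of the −1.46 in promoters. What else moved the values away from 0 was not tested. The EOMES share in TIM-specific over naive-specific regions became 0.67 (log2), and the cause was not tested.

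Requiring a −log10 q or p of at least 5 gave log2 ratios of 2.93 for TIM promoters, 1.998 for TIM enhancers, 0.037 for H3K27ac in TIM promoters, 0.92 for RUNX3, 2.61 for EomesTg promoters, −0.13 for EomesTg enhancers, 1.13 for H3K27ac in EomesTg promoters and 0.66 for H3K27ac in EomesTg enhancers. The log2 odds ratio between the pairs became 0.0073. EOMES shares in specific over shared regions became −0.10 for TIM and −2.43 for EomesTg, and the share in EomesTg-specific over WT-specific regions became −1.24. That value rests on 2 and 3 regions with an EOMES peak, and its interval runs from −3.72 to 1.24. RUNX3 overlap of TIM EOMES peaks fell to 33.9% for either population and 19.8% for naive cells. The threshold removes more of the lists with lower scores, and its share in each change was not tested. Under it only 8 enhancers of the TIM pair and 12 of the EomesTg pair stayed shared, so the low H3K4me1 scores limit what the enhancer classes can show.

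At 50% overlap the log2 ratios were 3.29 for TIM promoters and 2.33 for TIM enhancers, and RUNX3 overlap was 42.8% for either population and 29.0% for naive cells; a stricter overlap lowers shares by construction. This setting could not alter the odds ratio, since regions that failed it counted as specific to both populations and were left out. Without a TSS rule the ratios were 2.87 for TIM promoters and 2.67 for TIM enhancers, and merging within 1 kb gave 2.68 for TIM enhancers; the cause was not tested. Chromosomes 1 to 19, promoters within 2 kb, protein-coding TSSs and enhancers at least 5 kb from a TSS left each ratio they were applied to within its interval.

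RUNX3 overlap depended on which EOMES peaks were counted. It was 60.9% (either population) and 44.1% (naive) in promoters or enhancers, 31.1% (naive) without peaks shared with naive EOMES, and 39.6% and 24.5% for summits within 100 bp. Observed overlap was 311 and 322 times that of placements anywhere on the chromosome, but 13.3 and 13.2 times that of placements within marked regions, since placements near RUNX3 peaks meet them more often. The ratio of TIM to naive EOMES peaks was 10.5 at −log10 p of at least 5, for which the cause was not tested. It was 8.10 with at least 8 fragments and 11.7 with the minimum scaled by depth. Each of these 2 settings kept the 387 naive peaks, whose smallest number of fragments was 8, so they could only lower the ratio and are no test of it.

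Matching on width changed the sign of the EOMES share in specific over shared regions, to 0.040 for TIM and 0.74 for EomesTg, and EOMES peaks per Mb gave −0.26 and 0.25. The smaller width of specific regions is a candidate explanation for the TIM pair, although the value per Mb stayed below 0. For EomesTg the matched value passed 0, and the cause of that excess was not tested.

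Wider motif windows of 100 bp lowered the log2 ratio by construction, since a core is more often met by chance: to 1.53 (T-box) and 1.06 (RUNX) at TIM EOMES, 1.45 (RUNX) at TIM RUNX3 and 1.36 (RUNX) at naive RUNX3 summits. Controls at 1000 bp gave 2.27 (T-box at TIM EOMES), 1.802 (RUNX at TIM RUNX3) and 1.52 (RUNX at naive RUNX3); the cause was not tested. Within 1 kb of a TSS the shares of summits were 28.2% for TIM EOMES, 12.1% for naive EOMES, 51.1% for TIM RUNX3 and 61.4% for naive RUNX3, as a smaller window must give.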

Other observations

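The tests on the depth of the naive EOMES library, on T-box cores in unmarked EOMES peaks, on the longer H3K4me1 list, on weak H3K4me3 at promoters, on promoter peaks as the source of T-box cores, on male cells and on the strain label were chosen only after the result was seen, as was the comparison of EOMES shares between TIM-specific and naive-specific or EomesTg-specific and WT-specific regions. All of them rest on 1 library per group.

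TIM-specific RUNX3 peaks numbered 3269 and naive-specific ones 2873 here. Both are higher than the values quoted from the study above, and the order of the populations is the reverse. That order was not stable. With equal numbers of peaks there were 2943 TIM-specific and 3004 naive-specific peaks, a log2 ratio of −0.030 (−0.10 to 0.044). The other alternatives kept more TIM-specific peaks. The deposited lists held 4659 EOMES peaks in TIM, 387 in naive cells, and 6934 and 6465 RUNX3 peaks. Each is higher than the count quoted from the study above. In proportion to that count the excess is largest for naive EOMES, and in number of peaks for TIM EOMES. The lists analysed are therefore not the sets of peaks counted there, and the ratio of EOMES peaks is lower than those counts give. H3K27ac enhancer regions found in only 1 population numbered 2117 for TIM and 1480 for naive cells here. Both are higher than the values quoted from the study above, which came from read intensity rather than from the presence of a peak. The enhancer atlas of the TIM pair held 14027 regions here, and 15828 with protein-coding TSSs or 22836 without a TSS rule. With the TSS rule it is smaller than the atlas quoted from the study, whose TSS set is not stated, so counts of enhancers are not directly comparable.

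EOMES peaks were less frequent in TIM-specific than in shared H3K27ac enhancer regions. Region width is a candidate explanation, because after matching on width the log2 ratio was 0.040, within the range of 0.25 around 0 set beforehand. EOMES peaks per Mb, a coarser correction, left −0.26, just outside that range, so width need not be the whole cause. For EomesTg-specific regions the matched log2 ratio was 0.74. That met neither outcome set beforehand, a value within 0.25 of 0 if width was the cause or one below that range if not. EOMES peaks per Mb gave 0.249 for EomesTg, just inside that range, so the corrections differ. The part played by width there cannot be told apart from another difference between the classes. That EomesTg-specific regions carried TIM EOMES peaks more often than WT-specific ones (log2 ratio 1.84) stays open as a biological difference of the transgene, but with a threshold of −log10 q at least 5 it was −1.24, from very few regions. Naive RUNX3 peaks also lay more often in EomesTg-specific than in WT-specific regions (10.2% and 2.16%), as did TIM RUNX3 peaks (13.1% and 4.90%). The excess therefore cannot be assigned to EOMES in particular.

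The overlap of EOMES with RUNX3 exceeded random placement. That both proteins merely lie in marked chromatin is argued against, since the observed overlap was 13.3 times the mean of placements within marked regions. Those placements do not account for the position of open sites within marked regions, so shared accessibility stays open and was not tested. In marked regions, EOMES peaks without a RUNX3 peak still had a RUNX core in 17.7% of windows against 8.13% of controls, so RUNX3 binding below the peak threshold may add to the overlap.

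The TIM EOMES list held 12.04 times as many peaks as the naive list. Lower sequencing depth of the naive library is argued against by its recovered relative depth of 1.45, an estimate that assumes the narrowest peak equals the fragment length. A lower efficiency of immunoprecipitation was not tested, and the difference in EOMES level between the populations stays open as a biological explanation.

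TIM EOMES peaks outside marked regions, 1350 of 4659, carried T-box cores in 1.93% of windows, within the interval of their controls, and on average 75.2% of the window was soft-masked repeat, against 14.2% in marked regions. Local background or repeats rather than binding cannot be told apart from binding without a T-box core, because a low share of T-box cores is the pattern itself. A control background raised more often at unmarked than at marked peaks is argued against, since 43.7% of unmarked and 63.6% of marked peaks had a recovered background above the genome-wide level. This comparison cannot exclude a part of the background at the 43.7% of unmarked peaks where it was raised. Of the top 5 peaks by −log10 q, 4 lay outside marked regions and all 5 overlapped a naive EOMES peak, but this did not extend down the list, since 73.4% of the strongest of 4 equal groups lay in marked regions. The 271 TIM EOMES peaks that overlapped a naive EOMES peak had a RUNX3 peak in 61.6% of cases, although their RUNX core share of 9.59% was no higher than the 9.96% of controls. Their T-box share was 9.23% (6.06 to 13.3) against 4.61% (3.01 to 6.73) in controls. On average 59.8% of the window of these peaks was soft-masked repeat, and 56.6% over the whole naive EOMES list, against 14.2% in marked TIM EOMES peaks. Repeats thus stay open as a source of these peaks, and no explanation was tested for them.

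Naive-specific RUNX3 peaks carried fewer RUNX cores than TIM-specific ones. A larger share of promoter peaks does not account for the whole difference: outside promoters the shares were 28.5% for naive-specific and 33.6% for TIM-specific peaks, with intervals of 26.1 to 31.1 and 31.6 to 35.6. The gap was smaller than over all peaks (16.9% against 25.8%), so promoter peaks may account for part of it.

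TIM-specific RUNX3 peaks carried T-box cores more often than naive-specific ones, with a log2 ratio of 1.34 (0.83 to 1.85). RUNX3 at EOMES-bound sites may explain part of this. Whether it explains it was first judged on the shares and then, after they had been seen, on the interval of their ratio. The ratio to naive-specific peaks was 2.75 (2.19 to 3.31) for TIM-specific peaks with an EOMES peak, which held a T-box core in 9.62% of windows, and 0.64 (0.07 to 1.21) for those without, at 2.22%. A larger share of promoter peaks among naive-specific peaks is argued against as the whole cause over all TIM-specific peaks, since the log2 ratio combined over promoter and other peaks was 1.06 (0.56 to 1.56). For those without an EOMES peak it was 0.41 (−0.15 to 0.97), an interval that holds both 0 and the value over all such peaks, so promoter peaks and a remaining excess cannot be told apart there for lack of counts.

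TIM-specific enhancers outnumbered naive-specific ones in lists of unequal length. A longer H3K4me1 list with no change of the regions is argued against as the whole cause, because TIM-specific enhancers carried H3K27ac of TIM cells in 27.5% and of naive cells in 18.7% of cases, and naive-specific enhancers showed the reverse order. How many of the 7036 regions reflect list length stays open. For TIM-specific promoters, weak H3K4me3 at promoters active in both populations is a candidate explanation, since 88.1% of them overlapped H3K27ac of naive cells. Lower H3K4me3 at these promoters in naive cells and a weaker naive H3K4me3 library were not separated.

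Peaks were listed on chromosome Y in every library, from 2 in naive and WT H3K4me3 to 40 in TIM EOMES. The study states that female mice were used throughout, which argues against male cells as the source in any library. The 4 H3K4me3 libraries also argue against male cells: 0 had a peak at the TSS of Kdm5d, Eif2s3y, Uty or Ddx3y, while 4 of 4 had a peak at Xist. The libraries of the other antibodies were not tested at these genes. Reads from sequences with copies elsewhere remain an untested explanation. These 5 genes were picked for this test and lie outside the genes named beforehand.

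The labels gave the WT and EomesTg H3K4me3 libraries as BALB/c and the other WT and EomesTg libraries as C57BL/6. Of 403 regions with H3K27ac in WT and EomesTg cells but not in naive or TIM cells, 24.3% carried H3K4me3 of WT and 30.5% of EomesTg cells, against 1.24% of naive and 1.99% of TIM cells. In the 3998 regions with H3K27ac in naive and TIM cells only, H3K4me3 was found in 6.53% for WT and 9.28% for EomesTg cells, against 3.98% for naive and 9.0045% for TIM cells, so the reverse set showed no matching pattern. The study describes the transgenic line as backcrossed to the strain given for the other libraries, so the label of the EomesTg H3K4me3 library conflicts with that description. From the peaks alone, a wrong strain label and a difference between the populations or their preparation cannot be told apart, because the regions were chosen by H3K27ac, for which the strain label and the pair of populations coincide.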
